# Discovery of cashmere goat (*Capra hircus*) microRNAs in skin and hair follicles by Solexa sequencing

**DOI:** 10.1186/1471-2164-14-511

**Published:** 2013-07-28

**Authors:** Chao Yuan, Xiaolong Wang, Rongqing Geng, Xiaolin He, Lei Qu, Yulin Chen

**Keywords:** Cashmere goat, MicroRNAs, Hair cycle, Hair follicle, Skin, Solexa sequencing

## Abstract

**Background:**

MicroRNAs (miRNAs) are a large family of endogenous, non-coding RNAs, about 22 nucleotides long, which regulate gene expression through sequence-specific base pairing with target mRNAs. Extensive studies have shown that miRNA expression in the skin changes remarkably during distinct stages of the hair cycle in humans, mice, goats and sheep.

**Results:**

In this study, the skin tissues were harvested from the three stages of hair follicle cycling (anagen, catagen and telogen) in a fibre-producing goat breed. In total, 63,109,004 raw reads were obtained by Solexa sequencing and 61,125,752 clean reads remained for the small RNA digitalisation analysis. This resulted in the identification of 399 conserved miRNAs; among these, 326 miRNAs were expressed in all three follicular cycling stages, whereas 3, 12 and 11 miRNAs were specifically expressed in anagen, catagen, and telogen, respectively. We also identified 172 potential novel miRNAs by Mireap, 36 miRNAs were expressed in all three cycling stages, whereas 23, 29 and 44 miRNAs were specifically expressed in anagen, catagen, and telogen, respectively. The expression level of five arbitrarily selected miRNAs was analyzed by quantitative PCR, and the results indicated that the expression patterns were consistent with the Solexa sequencing results. Gene Ontology and KEGG pathway analyses indicated that five major biological pathways (Metabolic pathways, Pathways in cancer, MAPK signalling pathway, Endocytosis and Focal adhesion) accounted for 23.08% of target genes among 278 biological functions, indicating that these pathways are likely to play significant roles during hair cycling.

**Conclusions:**

During all hair cycle stages of cashmere goats, a large number of conserved and novel miRNAs were identified through a high-throughput sequencing approach. This study enriches the *Capra hircus* miRNA databases and provides a comprehensive miRNA transcriptome profile in the skin of goats during the hair follicle cycle.

## Background

The mammalian hair follicle (HF) is a unique, highly regenerative neuroectodermal-mesodermal interaction system, containing a large number of stem cells [1]. The HF cycles throughout the entire life of mammals to produce new hair through stages of growth (anagen), regression (catagen) and quiescence (telogen) [2]. The HF transition between different stages is driven by a strictly controlled interaction of numerous growth stimulatory and inhibitory factors, which originate from the skin epithelium and mesenchyme [3]. Each stage is characterised by specific patterns of gene activation and silencing [4-6]. These conversions are controlled by the local signal environment, cytokines, hormones, neurotransmitters, as well as the transcription factors and enzymes that are recognised by key mediators in the HF cycle [2,7].

MicroRNAs (miRNAs) are a large family of endogenous, non-coding RNAs, about 22-nucleotide (nt) long, which regulate gene expression through sequence-specific base pairing with target mRNAs [8]. Approximately 25,000 miRNAs have been identified in 193 species of animals, plants and microorganisms. Over the past decade, accumulating evidence has shown that miRNAs play fundamental roles in the development, function, and maintenance of tissues and cells in various organisms [9]. miRNAs are involved in the control of each stage of the hair cycle and regulate the transition between distinct hair-cycle stages by targeting different signalling pathways and transcription factors. Mice carrying a keratinocyte-specific Dicer deletion have severe alterations in HF morphogenesis, formation of large germ-like cysts, and hyperproliferation of the epidermis [10,11]. miR-203 regulates the epidermal keratinocyte differentiation and directed repression of p63 expression [12,13]. Moreover, miR-200b and miR-196a have been implicated in the control of HF development as potential targets for the Wnt signalling pathway [14]. The expression of miR-31 markedly increases during anagen and decreases during catagen and telogen. miR-31 is involved in the establishment of an optimal balance of gene expression in the HF, which is required for its proper growth and hair-fibre formation [15].

Cashmere goats have a double coat consisting of the over hair produced by primary HFs and the under hair (cashmere), produced by secondary HFs [16]. The growth of secondary follicles consists of three stages annually: anagen (April-November), catagen (December-January) and telogen (February-March) [17,18].

The Shanbei White cashmere goat (SWCG), a Chinese domestic goat breed, is farmed to provide cashmere, wool and meat. Here, we present a genetic study of the miRNAs in SWCG HFs, and investigate the differential expression of miRNAs in each distinct stage of SWCG HF cycles by Solexa sequencing. We further explore their functions in the regulation of the hair growth cycle.

## Results

### Solexa-sequencing of small RNAs

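Small RNA sequencing counts each short RNA of a sample by reading a cDNA copy of it, so that every distinct sequence, here called a tag, has a number of reads. Skin of the Shanbei White cashmere goat was sampled in anagen, catagen and telogen, and the RNA of 10 adult goats was pooled into 1 library for each stage. The deposited files give every distinct clean tag with its unnormalised read count. The anagen library held 15997828 clean reads in 1308819 distinct tags, the catagen library 18111912 reads in 1324013 tags, and the telogen library 27016012 reads in 2083543 tags. Most distinct tags had been read a single time, namely 1062089 in anagen, 1073437 in catagen and 1679641 in telogen. All tags were 18 to 44 nt long. The authors removed low-quality reads, reads without adapter or insert and reads under 18 nt before the files were made, and no alignment enters the counts. Reads were assigned to a conserved miRNA when their tag was annotated in Additional file 2 to that miRNA alone, even where it also lies within another. Unannotated tags were assigned when they were an exact part of the sequence assembled from the annotated tags or of a mature sequence in Additional file 7, and of no other miRNA. The copy of Additional file 2 used here held 1999 of the 2841 tags of the anagen list, 1999 of 2901 for catagen and 1999 of 3214 for telogen. From these tags, 468 miRNA sequences of 313 miRNAs were built. With 1 library per stage there is no replicate check, and differences between stages cannot be separated from differences between pools. The intervals given for shares are 95% Wilson intervals, which cover counting error only, because reads copied by PCR are not independent molecules. An undetected miRNA has an upper limit of 3 reads, which is 0.188 TPM in anagen, 0.166 TPM in catagen and 0.111 TPM in telogen.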

In order to identify miRNAs involved in the three phrases (anagen, catagen and telogen) of the hair cycle, three small RNA (sRNA) libraries representing the above three phrases were constructed from a mixed pool of ten adult cashmere goat skin samples. The sRNA libraries were subsequently sequenced by Solexa sequencing. A total of 63,109,004 raw reads were obtained. After discarding the sequences shorter than 18 nt, eliminating low-quality sequences and removing contaminants formed by adapter–adapter ligation, reads without 3′ ligation and insert tags were obtained. Collectively, 61,125,752 clean reads remained for further analysis (Table 1).

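The read counts of the deposited tags summed to 61125752 over the 3 libraries. In the filtering record of the authors, clean reads made up 95.47% of the high-quality reads in anagen, 96.70% in catagen and 98.93% in telogen. Reads shorter than 18 nt were the most frequent class removed, with 566742 reads (3.38%) in anagen and 498627 reads (2.66%) in catagen. In telogen this class held 154658 reads (0.57%).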

**Table 1:** The distribution of total small RNA tags by Solexa sequencing

**Type**	**Anagen**		**Catagen**		**Telogen**		**Total**
	**Counts**	**Percent (%)**	**Counts**	**Percent (%)**	**Counts**	**Percent (%)**	
total_reads	16,861,573		18,788,688		27,458,743		63,109,004
high_quality	16,756,965	100	18,729,213	100	27,307,694	100	62,793,872
3′adapter_null	57,530	0.34	5433	0.03	44,385	0.16	107,348
insert_null	103,836	0.62	81,245	0.43	76,673	0.28	261,754
5′adapter_contaminants	30,860	0.18	31,809	0.17	15,778	0.06	78,447
smaller_than_18nt	566,742	3.38	498,627	2.66	154,658	0.57	1,220,027
polyA	169	0.00	187	0.00	188	0.00	544
clean_reads	15,997,828	95.47	18,111,912	96.70	27,016,012	98.93	61,125,752

We then analysed the length distribution based on the three libraries and distinct sequences to assess the sequencing quality (Figure 1). Among these sequences, most were distributed in the 18–30 nt range. 

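Tags of 18 to 30 nt made up 94.2% of the clean reads in anagen (15066172 reads, 95% interval 94.16 to 94.19), 95.4% in catagen (17285701 reads, 95.43 to 95.45) and 97.6% in telogen (26365183 reads, 97.59 to 97.60). Counted over distinct tags, whatever their reads, the share was lower, at 88.4% in anagen, 88.9% in catagen and 94.6% in telogen.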

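Reads of 22 nt made up 35.9% of all clean reads in anagen (95% interval 35.84 to 35.89), 38.4% in catagen (38.35 to 38.39) and 31.7% in telogen (31.68 to 31.72). The next class, 23 nt, held 13.5% of the reads in anagen, 13.6% in catagen and 15.0% in telogen. The result moved most when distinct tags were counted in place of reads. On that scale 22 nt held 8.44% of the tags in anagen, 8.63% in catagen and 9.55% in telogen, and the most frequent length was 24 nt in each library, with 11.2%, 9.52% and 10.4%, respectively.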

The highest percentages of these sRNAs were 22-nt long, which is consistent with the common size of miRNAs.

**Figure 1:**
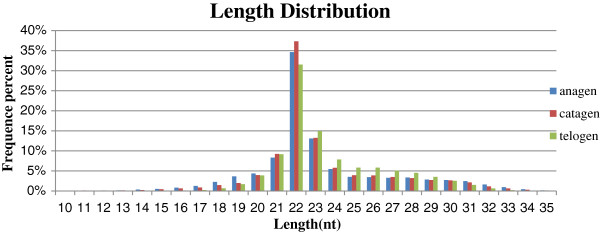
Sequence length distribution of the clean reads based on three total abundance and distinct sequences.

Subsequently, in order to analyse their expression and distribution in the goat genome, all of the clean Solexa reads were aligned with the goat genome sequence using SOAP software (Additional file 1: Figure S1). Of 15,997,828 reads screened in the anagen stage, 10,791,973 reads and 598,873 unique sRNAs, representing 67.46% of total reads and 45.76% of unique sRNAs, respectively, were matched by the goat genome sequence (Additional file 1: Figure S1A). To further assess the efficiency of Solexa sequencing for miRNA detection, all of the clean reads were annotated and classified using tag2annotation software (developed by Beijing Genomics Institute (BGI)), aligned against the Rfam10.1 database and the miRBase19.0 database. However, some sRNA reads may be mapped to more than one category. In order to better align every unique sRNA to one annotation, we conducted the following priority criteria: rRNA etc. (in which Genbank > Rfam) > conserved miRNA > repeat > exon > intron.

The total rRNA proportion is a sign of the quality of the samples, for instance, the proportion of total rRNA should be less than 60% in plant samples [19], and 40% in animal samples (unpublished data by BGI). The total rRNA proportion in the present study was 36.5, 30.47 and 28.01% in anagen, catagen and telogen, respectively, indicating that the skin samples used were of a high quality. All of the clean reads were divided into the following categories: exon_antisense, exon_sense, intron_antisense, intron_sense, miRNA, rRNA, repeat, scRNA, snRNA, snoRNA, srpRNA, tRNA, unan (unannotated) (Additional file 1: Figure S1A). Among them, the conserved miRNAs have 1,737,508 total reads and 2841 unique reads, which represented 10.86% of total reads and 0.22% of unique clean reads. 

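In the deposited counts, 6391811 reads of the anagen library were assigned to a conserved miRNA sequence, which is 40.0% of its clean reads (95% interval 39.93 to 39.98). The share was 39.6% in catagen (7180071 reads, 39.62 to 39.67) and 31.6% in telogen (8541129 reads, 31.60 to 31.63). Tags that match more than 1 miRNA, and are not listed for a single miRNA, were left out and held 0.208%, 0.195% and 0.0925% of the reads, respectively. The listed tags held here carry 1736921 of the 1737508 anagen reads that Additional file 1 gives for the miRNA class. When only listed tags were counted, the shares fell to 10.9% in anagen, 16.9% in catagen and 10.9% in telogen. The unlisted tags that are exact parts of the assembled miRNA sequences were few but deeply read, with 4654890 reads in 855 tags in anagen, 4116847 reads in 827 tags in catagen and 5583550 reads in 870 tags in telogen.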

Of the unique reads, 56.89% were identified as potential novel miRNAs, representing 24.11% of clean reads.

### Expression analysis of conserved miRNAs

Since there are no goat miRNAs available in the miRbase 19.0 database, we compared the clean reads with the miRNA precursor/mature miRNAs with known cattle sequences. Our results demonstrate that miRNA expression is abundant in the skin of cashmere goats, as a total of 399 miRNAs were found in the three stages of the HF cycle (Additional file 2: Figure S2). Among them, 326 miRNAs were expressed in all three cycling stages, whereas 3, 12 and 11 miRNAs were specifically expressed in anagen, catagen, and telogen, respectively (Figure 2).

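Of the 313 conserved miRNAs whose sequences could be built, 276 had at least 1 read in all 3 libraries and 25 had reads in 2 libraries. In all, 297 were detected in anagen, 299 in catagen and 294 in telogen. The other 12 had reads in 1 library only, and none of them had more than 4 reads. They were 5 in anagen (miR-1197, miR-2334, miR-30f, miR-539 and miR-92a), 5 in catagen (miR-2284d, miR-449b, miR-496, miR-6527 and miR-6535) and 2 in telogen (miR-154a and miR-376a), named after their counts were seen. Detection refers to the sequences held, which for some miRNAs are a single sequence with few reads and not every arm. With all tags that share the first 18 nt of the most abundant tag, miR-496, miR-539, miR-6527 and miR-6535 had reads in another library too. Of the 12, 8 had fewer than 3 reads, so that their absence from the other libraries was not detectable at this depth. At a minimum of 10 reads per library, 208 miRNAs were detected in all 3 libraries, and those above the minimum in 1 library only were 2 in anagen, 3 in catagen and 14 in telogen.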

**Figure 2:**
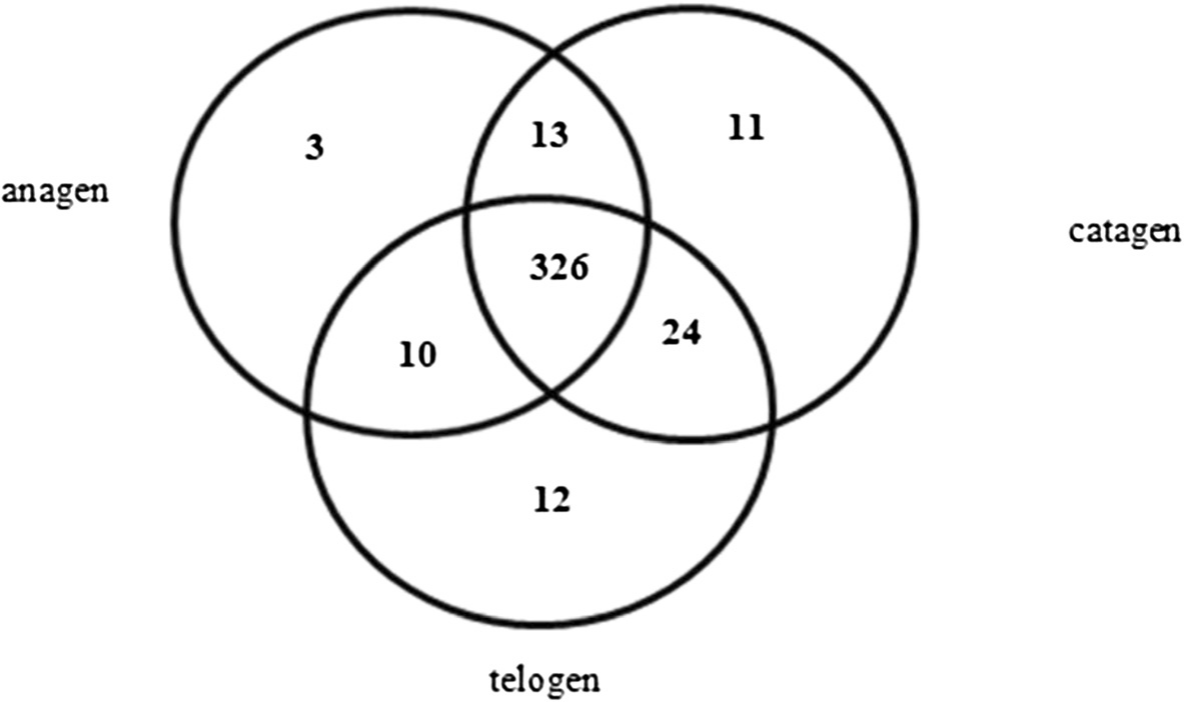
**Venn diagram of differentially expressed conserved miRNAs at the three stages of HF cycling in cashmere goats.** Numbers in parentheses are numbers of differentially expressed miRNAs at each stage.

We then analysed the differentially expressed miRNAs between the samples from every two-hair-cycle stage (Figure 3, Additional file 3: Figure S3). 

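For each pair of stages, reads were scaled to TPM by the total of clean reads and miRNAs under 1 TPM in both libraries were left out, following the methods of the paper. Any value of 0 was set to 0.01, a step that the paper describes for miRNAs at 0 in both libraries. The test was the exact Audic-Claverie test on the reads of the 2 libraries (two-sided), which compares those libraries and not the stages. A miRNA was called when the absolute log2 ratio was above 1 and p was under 0.01. Log2 ratios are anagen over catagen, anagen over telogen and catagen over telogen, the directions of Additional file 3. The numbers of miRNAs tested were 273 for catagen-anagen, 269 for telogen-anagen and 263 for telogen-catagen.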

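Between catagen and anagen, 79 miRNAs were called, of which 25 were higher and 54 lower in anagen. Between telogen and anagen, 77 were called, with 27 higher and 50 lower in anagen, and between telogen and catagen 39 were called, with 23 higher and 16 lower in catagen. These numbers count sampling noise only. They fell most when a biological coefficient of variation of 0.4 was assumed in edgeR's exact test, to 15, 18 and 3 miRNAs, respectively. Over the 140 miRNAs with at least 100 reads in both libraries, the median log2 ratio of anagen over catagen was -0.28, so that a typical miRNA lay slightly below 0. Among called miRNAs with at least 100 reads in both libraries, the largest ratios of anagen over catagen were those of miR-206 (log2 ratio -4.47, exact 95% interval -4.53 to -4.41), miR-1 (-4.27, -4.29 to -4.26) and miR-133a (-4.23, -4.40 to -4.06). For anagen over telogen they were those of miR-144 (4.24, 3.95 to 4.54), miR-206 (-2.63, -2.69 to -2.57) and miR-133a (-2.61, -2.79 to -2.44). For catagen over telogen they were miR-193a (-3.18, -3.36 to -3.01), miR-6529 (2.52, 2.26 to 2.79) and miR-1 (1.94, 1.93 to 1.94). For all of these except miR-6529 (exact test, p = 2.86e-104) p was smaller than the smallest value that could be computed. The sequences held for miR-144 and miR-193a end at 20 nt, so that longer tags were not counted for them. With all tags that share the first 18 nt, an alternative chosen after the values were seen, the ratio was 3.85 for miR-144 in anagen over telogen and -1.20 for miR-193a in catagen over telogen. With those of 21 nt or longer among them it was 3.23 for miR-144 and -0.53 for miR-193a, which was then no longer called.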

Most of the expression levels were equivalent, but there were also some miRNA expression differences between the two stages (Figure 3). 

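The 79 calls were 28.9% of the miRNAs tested between the catagen and anagen libraries (95% interval 23.9 to 34.6). The share was 28.6% between telogen and anagen (23.6 to 34.3) and 14.8% between telogen and catagen (11.0 to 19.6). With p under 0.01 and no limit on the ratio, 165 miRNAs passed between catagen and anagen, since at these depths ratios well inside the limit also have a small p.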

68.9% of the miRNA expression was not significant, 0.8% of the miRNAs were significantly different (0.01 ≤ p < 0.05) and 29.4% of the miRNAs were significantly different (p < 0.01) in the catagen and anagen stages (Figure 4).

**Figure 3:**
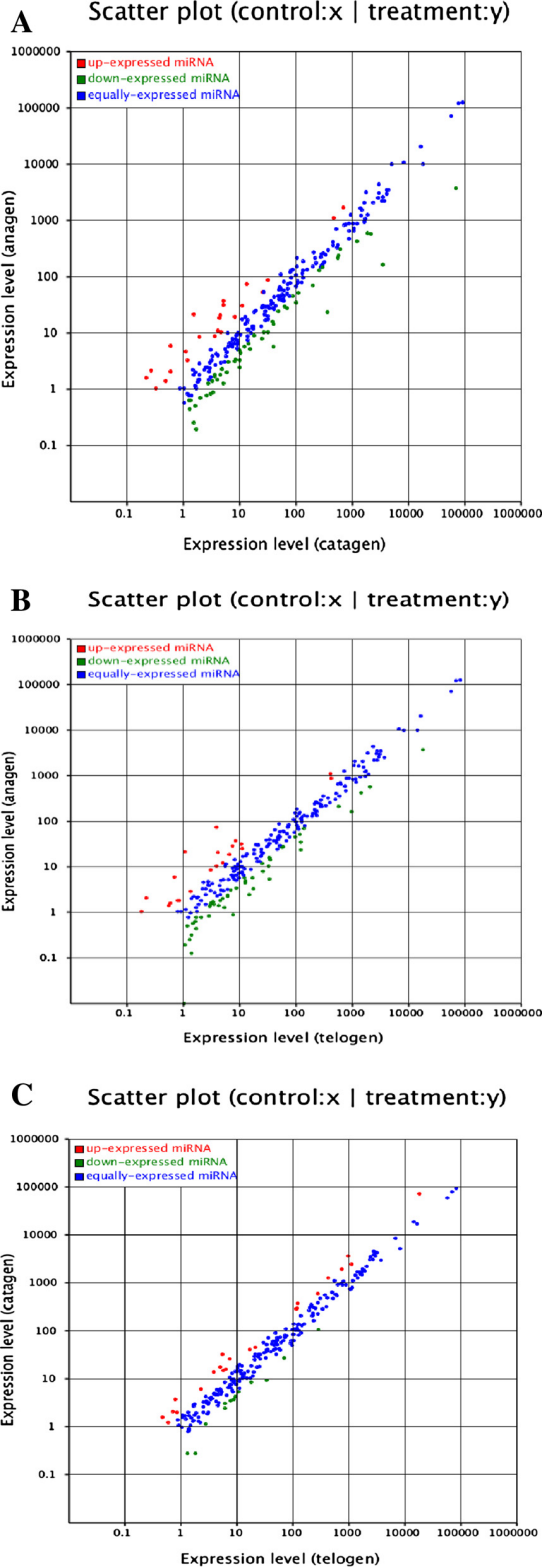
**Differences of miRNA expression between the samples from every two hair cycle stage.** Each point represents an miRNA. The X and Y axes show the expression level of miRNAs in every two samples, respectively. Red points represent miRNAs with a ratio > 2, Blue points represent miRNAs with 1/2 < ratio < =2, Green points represent miRNAs with ratio < = 1/2, Ratio = Normalised expression in Treatment/Normalised expression in Control. **(A**) catagen-anagen; **(B)** telogen-anagen; **(C)** telogen-catagen.

**Figure 4:**
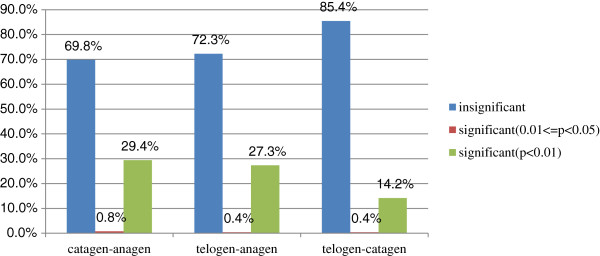
Changes in miRNA expression among different hair cycle stages.

miRNAs with similar expression patterns in different sample pairs were clustered together. Clustering analysis was based on the sample difference model by using Cluster software, and the results were viewed with Java Treeview. All differentially expressed miRNAs clustered together after five rounds of clustering (Figure 5).

**Figure 5:**
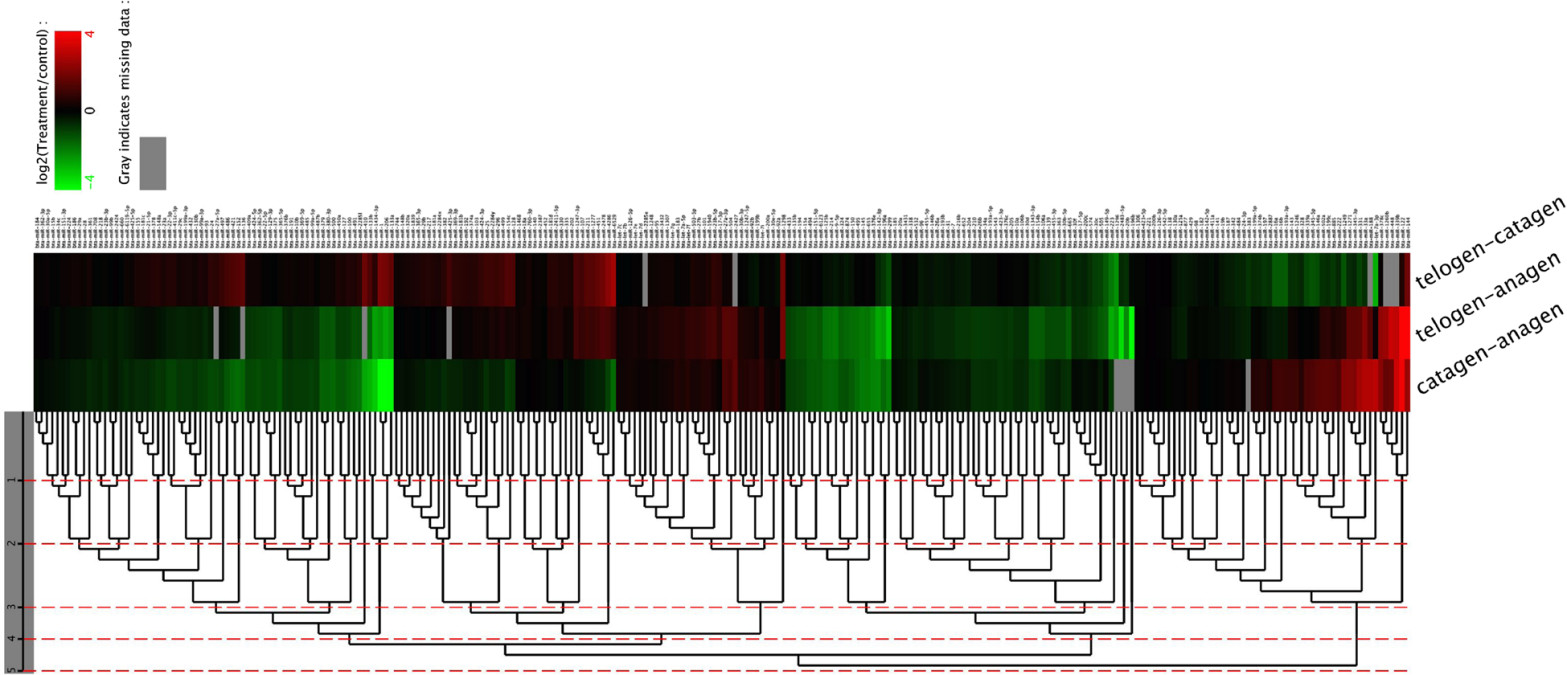
**Clustering of miRNAs differentially expressed during HF Cycling.** Red indicates that the miRNA has a higher expression level in the treatment samples; green indicates that the miRNA has a higher expression in the control samples and gray indicates that the miRNA has no expression in at least one sample. Each row in the figure represents one miRNA, and each column shows one sample pair. Each cell shows the differential expression of a miRNA in one sample pair. Heat map represents differentially expressed miRNAs between distinct stages of the hair cycle. Colour map is used to visualise the difference in expression.

### Quantitative RT-PCR validation

To verify the Solexa sequencing data, we randomly selected five differentially expressed miRNAs (miR-1, miR-206, miR-122, miR-222, and miR-133), and conducted quantitative RT-PCR. The relative expression levels of five selected miRNAs were consistent with the Solexa sequencing results since they had a similar trend of expression in all three periods (Figure 6).

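In the libraries, miR-1 had 58142 reads in anagen, 1273959 in catagen and 496436 in telogen. Relative to its TPM in catagen, its level was 0.0517 in anagen and 0.261 in telogen. The level of miR-206 relative to catagen was 0.0452 in anagen (2565 reads against 64302) and 0.280 in telogen (26818 reads). That of miR-133a was 0.0534 in anagen (286 reads against 6061) and 0.327 in telogen (2957 reads). The order catagen, telogen, anagen of these 3 miRNAs was the same under the 3 scalings tried. miR-122 had 306 reads in anagen, 16 in catagen and 25 in telogen. It was higher in anagen than in catagen (log2 ratio 4.44, exact 95% interval 3.71 to 5.26, Audic-Claverie exact test, p = 4.35e-79) and than in telogen (4.37, 3.78 to 5.02, exact test, p = 6.87e-100). Between catagen and telogen it was under the 1 TPM minimum in both libraries. miR-222 had 5467 reads in anagen, 2215 in catagen and 4138 in telogen, and its level relative to catagen was 2.79 in anagen and 1.25 in telogen. The sequence of miR-222 in Additional file 7 ends at 21 nt, so that longer tags were not counted. Tags that start with its first 18 nt, counted after the values were seen, had 30663 reads in anagen, 16731 in catagen and 34861 in telogen. With them the log2 ratio was 1.05 for anagen over catagen, 0.57 for anagen over telogen, below the limit for a call, and -0.48 for catagen over telogen. The paper states that the quantitative RT-PCR levels of the 5 miRNAs followed a similar trend to the sequencing over the 3 periods (Fig. 6).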

**Figure 6:**
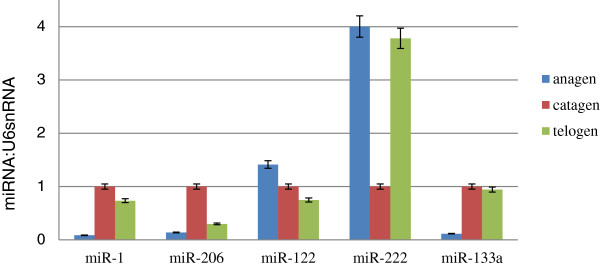
**qPCR validation of miRNA expression in skin samples among different hair cycle stages.** The abundance of miR-1, miR-206, miR-122, miR-222, and miR-133 were normalised relative to the abundance of U6 small nuclear RNA (snRNA). Error bars show the 95.0% confidence interval of the mean.

### Identification of novel miRNAs

The characteristic hairpin structure of miRNA precursors can be used to predict novel miRNAs. We predicted novel miRNAs by exploring the secondary structure, the Dicer cleavage site and the minimum free energy of the unannotated small RNA reads, which could be mapped to goat genome sequences by using Mireap software. In total, 15,592,654 unannotated sequences were used to predict novel miRNAs by using the Mireap software. 

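Mireap, the program with which the authors predicted miRNAs, reports a candidate where the reads and the genome around them fold into a hairpin. The copy of Additional file 4 used here gives sequences for 44 candidates, against the paper's 172, and the reads of each exact sequence were counted in the deposited tags. With at least 1 read, 35 of the 44 were detected in all 3 libraries, 8 in 2 libraries and 1 in telogen only, ATGTCTGGACGTGGCAAGCAAGG with 4 reads, which was chosen for mention after its count was seen. At a minimum of 5 reads, 18 were detected in all 3 libraries, and 1, 4 and 6 passed in anagen, catagen and telogen only, respectively. The candidate with the most reads was GTTTCCCGGCCCATGCACCA, with 202 reads in anagen, 245 in catagen and 786 in telogen. It was followed by AGAGGTAAAAAATTGATTTGACT, with 210, 426 and 457 reads, and by GAGAGATCAGAGGCGCAGAGT, with 32, 324 and 68 reads. Both of these lie in tags that Additional file 2 annotates to conserved miRNAs, mir-6119 and mir-6529. The last of them is listed at 0 in anagen in Additional file 4. Among other candidates listed at 0 in a stage, AGGCGCCGCCGCCCCCTCCC had 12 reads in telogen and CCCGGCGGCGGGGGCGGTCC had 12 reads in catagen.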

Among 172 potential novel miRNAs identified, 36 miRNAs were expressed in all three cycling stages, whereas 23, 29 and 44 miRNAs were specifically expressed in anagen, catagen, and telogen, respectively (Additional file 4: Figure S4, S4-1and S4-2). In addition, the length of the novel miRNA sequences ranged from 20 to 24 nt, with a distribution peak at 22 nt and their 5' ends were comprised most frequently of uridine (U) (Additional file 4: Figure S4, S4-3).

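Over the 44 candidate sequences held here, 14 were 20 nt long (31.8%, 95% interval 20.0 to 46.6), 11 were 21 nt and 11 were 22 nt (25.0% each, 14.6 to 39.4). Those of 23 nt were 6 (13.6%, 6.40 to 26.7) and those of 24 nt were 2 (4.55%, 1.26 to 15.1). The intervals of 20 to 23 nt overlap, so that no peak among these 4 lengths was distinguishable with 44 sequences, while the interval of 24 nt lies below that of 20 nt. The first base was U in 16 candidates (36.4%, 23.8 to 51.1), A in 13, C in 8 and G in 7. Weighted by the 3788 reads of the exact sequences, U fell to 10.1% (9.22 to 11.1) and G rose to 48.5% (46.9 to 50.1). On the same weighting 20 nt was the most frequent length with 41.4% of the reads and 22 nt held 7.76%. These weighted shares rest mainly on the few candidates with the most reads.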

### Target gene prediction for miRNAs

miRNAs negatively regulate gene expression by base pairing between the 5' end of the miRNA (i.e., 2–8 nt, the “seed” region) and the 3′ untranslated regions (3'UTR) of target mRNAs [8,15,20-22]. Mireap software was used to predict target genes of the miRNA by searching the bovine reference gene database (http://hgdownload.cse.ucsc.edu/goldenPath/bosTau7/bigZips/refMrna.fa.gz). In the anagen stage, 750,038 target sites in 13,860 target genes were predicted for 352 miRNAs, whereas 796,849 target sites in 13,867 target genes were predicted for 372 miRNAs in catagen, and 803,957 target sites into 13,864 target genes were predicted among 374 miRNAs in telogen.

### Gene Ontology (GO) enrichment and KEGG pathway analysis of target genes

GO enrichment analysis is used for predicting candidate target genes of miRNAs. GO enrichment analysis for target genes based on the cellular component showed that 10,830 genes were termed good or better than 1 using the Component Ontology with *p*-value analysis (Additional file 5: Figure S5). More than 83.9% of genes were clustered into the cell part, followed by the intracellular part accounting for 76.2% of target genes. Analysis of molecular function showed that 10,178 genes were assigned different functions, specifically 81.6% of genes were related to binding functions, and 9979 genes were related to biological processes. Most of the genes were involved in cellular or metabolic processes. For example, 79.4% of the genes were involved in cellular processes, and 55.8% and 47.2% of the genes were involved in metabolic processes and biological regulation, respectively.

KEGG pathway annotation showed that 10,563 target genes were annotated for 278 biological functions. Most of these genes were involved in cellular metabolism, diseases and signal transduction (Additional file 6: Figure S6). The most commonly indicated pathway was the Metabolic pathways, with 1213 genes representing 11.49% of the total target genes, followed by the Pathways in cancer (3.26%), MAPK signalling pathway (3%), Endocytosis (2.68%), and Focal adhesion (2.66%).

## Discussion

The sRNA digitalisation analysis based on high-throughput sequencing uses the sequencing-by-synthesis (SBS) technology predicts novel miRNAs and constructs the sRNA differential expression profile between samples from every two-hair-cycle stage, which could be used as a powerful tool for the functional studies of sRNA [23-26].

In this study, objective preliminary analysis of three cDNA libraries has shown that 22-nt sRNA is the major type of sRNA, which is consistent with the majority of sRNA-lengths in cattle [23], fish [24], goats [25,26], swine [27] and chickens [28]. 

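Among reads assigned to conserved miRNA sequences, 22 nt was the most frequent length, with 70.1% in anagen (4481284 reads), 74.2% in catagen (5327258 reads) and 69.6% in telogen (5943790 reads). Lengths of 23 nt held 12.7%, 11.9% and 14.0% of these reads, and 21 nt 9.92%, 10.8% and 11.7%, respectively. Reads of 18 to 20 nt were more frequent in anagen, with 6.75% of the assigned reads against 2.36% in catagen and 3.77% in telogen. When the assigned tags and those shared between miRNAs were taken out, the share of 22 nt fell to 13.1% of the remaining reads in anagen, 14.9% in catagen and 14.2% in telogen, and 23 nt became the most frequent length in anagen and telogen. The remaining reads still hold miRNA tags outside the sequences held. Among them are 23 nt tags of let-7a and let-7b with an additional A. These had 124295 and 162069 reads in anagen, and 158019 and 217687 in telogen. The lead of 23 nt was 1357787 reads against 1255830 in anagen and 2864203 against 2620462 in telogen, so such tags may account for it.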

Mature miRNAs, which are identical to the classical size of Dicer cleavage products [29], also have a similar trend. However, the major type of sRNA screened by Solexa sequencing in wheat is 24-nt in length [30], implying that there are length differences between miRNAs from animal and plant species.

Several HF miRNAs have been shown to be involved in the regulation and forming of hair loss, hypertrichosis and skin diseases in mice and humans [1,8], however, rarely have been performed in goats for fibre. 

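Among the conserved miRNAs of the 3 libraries, miR-374a had 622 reads in anagen, 925 in catagen and 926 in telogen, and miR-374b had 1915, 1448 and 3478 reads. miR-455-3p had 113, 119 and 251 reads, and miR-92b had 277, 202 and 355 reads. None of these 4 sequences passed the limits for a call in any pair as counted. The sequence of miR-455-3p is held in part, and with all tags that share its first 18 nt, chosen after the values were seen, it was called lower in anagen than in telogen (log2 ratio -1.42). The largest ratio among them was that of miR-374b in catagen over telogen (log2 ratio -0.69, exact 95% interval -0.78 to -0.60), which was called with scaling to assigned reads (-1.01). For miR-455-3p as counted, catagen and anagen were not distinguishable (0.10, -0.28 to 0.49, Audic-Claverie exact test, p = 0.579), but all tags that share its first 18 nt (655 reads in anagen and 1152 in catagen) gave -0.64 (-0.78 to -0.50, p = 7.1e-20), without a call. Tags of 21 nt or longer of the sequence held, 17 reads in anagen and 56 in catagen, gave a ratio further below 0 that passes the limit of 1. miR-1 was far more abundant, at 3634 TPM in anagen, 70338 TPM in catagen and 18376 TPM in telogen.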

Of the nine miRNAs were specifically expressed in cashmere goat dorsal skin [18], only four of them were examined in the present study: miR-1, miR-374, miR-455-3p and miR-92b. This discrepancy might be caused by inaccurate processing, base modification and sequencing/PCR errors, and analysis used inconsistencies of the database. Moreover, different genome assembly (bovine vs. caprine) may lead to the identification of various miRNAs, even in the same goat breed. For instance, compared with 352 conserved miRNAs and 83 novel miRNAs identified in the present study, Liu et al. (2012) discovered 316 conserved miRNAs and 22 novel miRNAs in another Chinese cashmere goat breed (Aerbasi White Cashmere Goat) by deep sequencing skin tissues that represented the anagen stage [26].

In the whole hair cycle, the abundance of expression of let-7a-5p, let-7f, let-7b, let-7c, let-7g, miR-199a-3p, miR-143, miR-1, and miR-320a reached their highest levels in the present study (Table 2). These miRNAs are involved in cell differentiation [31,32], and proliferation [33], and the development of nerves [34], heart [35], lung [36] and muscle [37,38], suggesting that these miRNAs may play major roles in the regulation of fundamental biological processes, as well as the development of skin and HF.

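By assigned reads, let-7a ranked first in each library, with 1971907 reads in anagen, 1660896 in catagen and 2271322 in telogen, and let-7f ranked second, with 1894171, 1429412 and 1894841 reads. let-7b ranked next in anagen (1131783 reads) and telogen (1563490 reads). In catagen its 1069133 reads gave it rank 4, after miR-1, which ranked 8 in anagen and 4 in telogen. let-7c had 320652 reads in anagen, 305478 in catagen and 451300 in telogen. For miR-199a-3p the reads were 158257, 334691 and 389986, and for miR-143 they were 155737, 90995 and 224146. miR-320a had 55595, 74766 and 87363 reads, which is rank 9 in anagen, 8 in catagen and 9 in telogen. miR-101 held rank 7 in anagen with 68708 reads, and miR-26a rank 8 in telogen with 103506 reads. miR-103 had 47282 reads of its own in catagen, where it shares a further 32986 reads with miR-107. let-7g is not ranked, because the copy of Additional file 2 used gives only a sequence of it with 1 read in anagen, so the ranks are over the sequences that could be built. Of the anagen reads of miR-101, 52.8% were under 21 nt, and with longer tags only its anagen rank fell to 12.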

**Table 2:** Highly expressed miRNAs (top 10) in the three stages of HF cycling

**Anagen**		**Catagen**		**Telogen**	
**miRNA**	**count**	**miRNA**	**count**	**miRNA**	**count**
bta-let-7a-5p	1,975,152	bta-let-7a-5p	1,661,018	bta-let-7a-5p	2,270,869
bta-let-7f	1,886,542	bta-let-7f	1,423,572	bta-let-7f	1,885,418
bta-let-7b	1,131,783	bta-miR-1	1,273,960	bta-let-7b	1,563,491
bta-let-7c	324,995	bta-let-7b	1,069,133	bta-miR-1	496,437
bta-let-7 g	168,427	bta-miR-199a-3p	335,203	bta-let-7c	452,270
bta-miR-199a-3p	159,586	bta-let-7c	306,476	bta-miR-199a-3p	391,284
bta-miR-143	155,737	bta-let-7 g	149,045	bta-miR-143	224,149
bta-miR-101	68,706	bta-miR-143	90,997	bta-let-7 g	185,293
bta-miR-1	58,142	bta-miR-103	80,670	bta-miR-26a	103,535
bta-miR-320a	55,595	bta-miR-320a	74,766	bta-miR-320a	87,364

HFs undergo a process of cyclical regeneration: growth, regression and quiescence. The transition from one stage to another is regulated by abundant molecules. 

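Of 8 miRNAs examined in all pairs, miR-1, miR-206, miR-133a and miR-133b were lowest in anagen and highest in catagen. The most abundant tag of miR-133b held 397 of its 724 catagen reads. Apart from its first base, that tag lies within the most abundant tag of miR-133a, so these reads may belong to either. For miR-133b the log2 ratios were -2.85 for anagen over catagen (exact 95% interval -3.18 to -2.53, Audic-Claverie exact test, p = 4.69e-108), -1.61 for anagen over telogen (-1.95 to -1.28, exact test, p = 6e-27) and 1.23 for catagen over telogen (1.06 to 1.41, exact test, p = 3.33e-48). miR-144 had 1173 reads in anagen, 245 in catagen and 105 in telogen, and was 2.44 higher on the log2 scale in anagen than in catagen (2.24 to 2.64, exact test, p = 9.51e-172). miR-299 was lowest in anagen, with 14 reads against 62 in catagen (log2 ratio -1.97, -2.92 to -1.11) and 210 in telogen (-3.15, -4.05 to -2.37). miR-331 had 495, 95 and 294 reads, with ratios of 2.56 (2.24 to 2.89) against catagen and 1.51 (1.30 to 1.72) against telogen. miR-4286 had only 28, 66 and 22 reads. Its ratios were -1.06 (-1.75 to -0.40, exact test, p = 0.00107) against catagen and 1.10 (0.25 to 1.98, exact test, p = 0.00669) against telogen, close to the limit of 1 for a call. Between catagen and telogen the log2 ratios were 1.80 for miR-144, -1.18 for miR-299, -1.05 for miR-331 and 2.16 for miR-4286, and 1.84 for miR-206 and 1.61 for miR-133a. For miR-144, miR-299 and miR-331 these values are those of 1 arm. The other arms had 163, 276 and 54 reads for miR-144, 30, 36 and 39 for miR-299, and 85, 82 and 84 for miR-331, in anagen, catagen and telogen, so that the other arm of miR-144 had the most reads in catagen and not in anagen. Per clean read, the other arm of miR-299 was higher in anagen than in telogen, on few reads, so that only the arm counted was lowest in anagen. The other arm of miR-331 stayed highest in anagen. The sequence held for miR-4286 ends at 19 nt. Over all reads that hold the core of its most abundant tag, 91.79% had the most frequent 3′ end and 21.69% the most frequent 5′ end. Over conserved sequences the medians were 51.3% and 97.89%. Reads of miR-4286 may therefore be fragments of a longer RNA with a fixed 3′ end, which was not tested. When all tags with the same first 18 nt were counted, the catagen-anagen ratio fell to 0.44 for miR-144 and was -0.71 for miR-4286, neither of them called, and the telogen-anagen ratio of miR-331 turned to -0.47. The ratio of miR-331 against catagen fell to 1.01 (783 against 441 reads), still called but close to the limit. For catagen over telogen, miR-144 rose to 3.41. With those of 21 nt or longer among them, miR-144 turned to -1.04 for anagen over catagen and was 4.27 for catagen over telogen. Both counts were chosen after the values were seen. The calls of miR-299 and miR-331 between catagen and telogen were lost when only the most abundant tag was counted, and that of miR-133b was lost when reads were scaled to the reads assigned to miRNAs. miR-4286 lost its catagen-anagen call with size factors from the median of ratios and with the most abundant tag, and its telogen-anagen call with scaling to assigned reads.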

Our results showed that the expression patterns of miR-1, miR-133a, miR-133b, miR-144, miR-206, miR-299, miR-331 and miR-4286 (Additional file 3: Figure S3) were significantly different in the three stages (p < 0.01), indicating that they may participate in the regulation of follicular transition.

 According to the results of our Cluster analysis, the expression patterns of miRNAs in cashmere goat skins could be divided into five types during hair cycling (Figure 5). 

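miR-502a, miR-885, miR-1249, miR-1271, miR-345-3p and miR-222 had more reads per clean read in anagen than in catagen and telogen as counted, and miR-199c had not. miR-345-3p (293 reads in anagen, 80 in catagen, 182 in telogen) had log2 ratios of 2.05 against catagen (exact 95% interval 1.69 to 2.43) and 1.44 against telogen (1.17 to 1.72). miR-1271 (134, 35 and 85 reads) had ratios of 2.12 (1.57 to 2.70) and 1.41 (1.01 to 1.82). These 2 miRNAs and miR-222 were called in both anagen pairs. For miR-345-3p this depends on the sequence held, since all tags with the same first 18 nt (598, 965 and 803 reads) gave -0.51 against catagen and 0.33 against telogen, without a call. For miR-222, tags with the same first 18 nt gave 0.57 against telogen, also without a call. miR-502a (489, 206 and 529 reads) was called against catagen (1.43, 1.19 to 1.67) but not against telogen (0.64, 0.46 to 0.82). The same held for miR-1249 (73, 20 and 75 reads), with 2.05 (1.32 to 2.84) and 0.72 (0.23 to 1.20), and for miR-885 (51, 22 and 61 reads), with 1.39 (0.64 to 2.18) and 0.50 (-0.07 to 1.06). The other arm of miR-885 had 66, 120 and 93 reads, fewer in anagen than in catagen. For the arm counted, the difference from telogen was not distinguishable from 0 as counted (Audic-Claverie exact test, p = 0.0676), while all tags with the same first 18 nt (62, 22 and 62 reads) gave 0.76 against telogen (0.22 to 1.29, p = 0.00352), without a call. miR-199c had 45 reads of its own in anagen, 68 in catagen and 94 in telogen, with ratios of -0.42 (-0.99 to 0.15) and -0.31 (-0.85 to 0.22). Its most abundant tag differs from that of miR-199a-3p only in the next-to-last base. Since miR-199a-3p had 158257, 334691 and 389986 reads, misread bases could give as few reads as these, which was not tested. A further 1329, 511 and 1295 reads are shared between miR-199c and miR-199a, and counting them turned both ratios positive. That count was chosen after the data were seen. The most abundant tag of miR-502a, with 360 of its 489 anagen reads, is listed for it but is also an exact part of a sequence held for miR-500. That miR-500 sequence had 61, 210 and 161 reads of its own, fewest in anagen, so the ratios of miR-502a rest largely on reads that fit both. Most tags of miR-502a and miR-1271 were short, with 98.8% and 97.8% of their anagen reads under 21 nt. With tags of 21 nt or longer, of which they had only 6 and 3 in anagen, both fell under 1 TPM in the anagen pairs and their ratios turned negative.

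**Figure D1:**
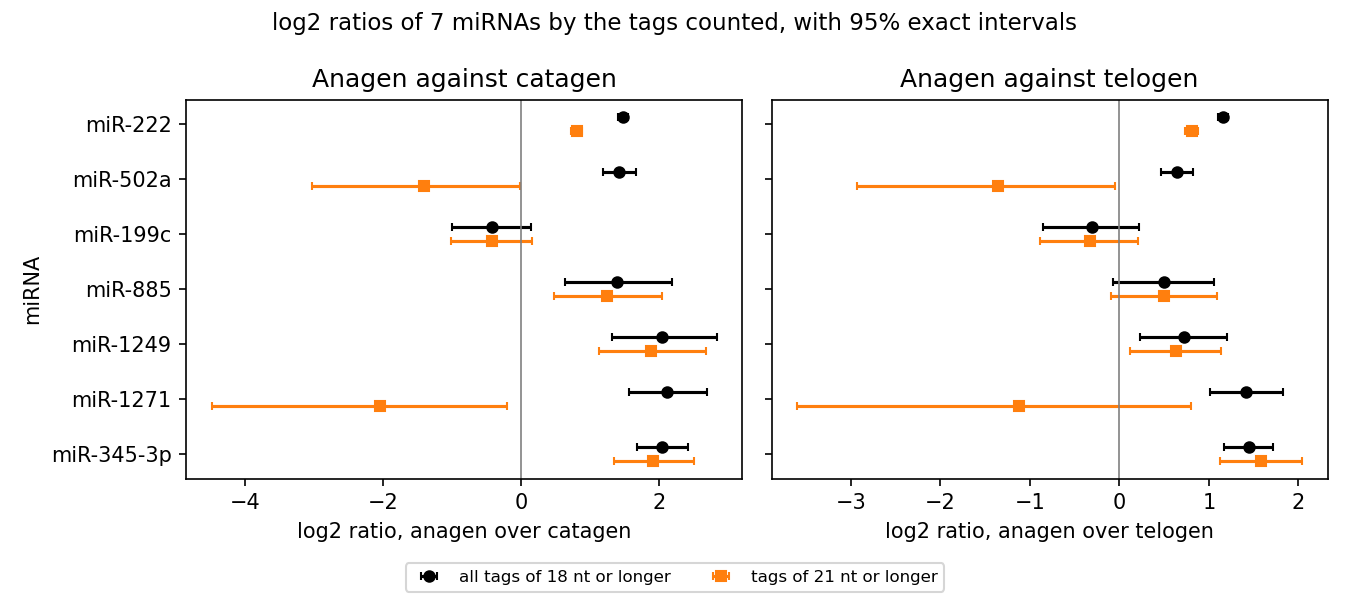
Log2 ratios of 7 miRNAs for anagen over catagen (left) and anagen over telogen (right), on the horizontal axes, with 1 miRNA per line. Circles count tags of 18 nt or longer assigned to the sequences held, and squares those of 21 nt or longer among them. Bars are exact 95% intervals that cover counting error, and the vertical line marks equal levels. With the longer tags of the sequences held, miR-345-3p, miR-1249 and miR-885 keep positive ratios, with an interval for miR-885 against telogen that includes 0. All tags with the same first 18 nt, which are not plotted, gave -0.51 for miR-345-3p against catagen. miR-222, counted by its 21 nt tag alone, moves to 0.81 in both panels. miR-502a and miR-1271 move below 0, and miR-199c lies below 0 with both.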

One of the patterns is the miRNA expression level increases at anagen and then decreases during catagen and telogen (such as miR-502a, -199c, -885, -222, -1249, -1271, -345-3p). In comparison with telogen and catagen, most of the miRNAs demonstrated dramatic expression changes in the anagen stage of HFs and skin, implying that these miRNAs probably participate in the formation of new hair shafts and activation of a large number of signalling pathways controlling the expression of genes encoding hair-specific molecules [2,15].

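Calls were more frequent in the pairs that include anagen than in the pair of catagen and telogen. As counted, most of the calls with anagen were miRNAs lower in anagen. The balance depends on the setting, with 30 higher and 36 lower in anagen against catagen for size factors from the median of ratios, and 8 higher and 7 lower for edgeR's exact test at a coefficient of variation of 0.4. Of the 25 miRNAs called higher in anagen than in catagen, 11 were also called when tags under 21 nt were left out, 14 were not, and 0 were called with the longer tags alone. When reads were scaled to the reads assigned to miRNAs, the calls between telogen and catagen rose to 46 and those between telogen and anagen to 98. From the larger changes in anagen, the paper proposes that these miRNAs take part in the formation of new hair shafts and in the activation of signalling pathways.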

The major pathways predicted in this study were also mentioned previously. The findings of HF signal pathways in humans and mice indicates that the Wnt [39], TGF-β [40], MAPK [41], Shh [42], Notch and JAK-STAT [43] pathways widely participate in every part of the HF cycle, development, and morphogenesis, and greatly contribute to all kinds of HF. Of the target genes identified, 3% were from the MAPK pathway, 1.52% from Wnt, 0.87% from TGF-β, 0.42% from Shh, 0.43% from Notch and 1.37% from JAK-STAT. The miRNAs that correspond to these target genes will be our main candidate miRNAs for further studies on hair cycles.

## Conclusions

During the anagen-catagen-telogen transformation of the hair cycle in cashmere goats, 399 conserved miRNAs and 172 novel miRNAs were found via a high-throughput sequencing approach. Our findings enrich the caprine miRNA databases and provide new insights into the miRNA transcriptome in cashmere goat skin and the HF cycle.

## Methods

### Animal and sample preparation

Approximately 1-cm^2^ skin samples were harvested from the side of the body of adult goats at distinct hair cycle stages (anagen, catagen and telogen) in SWCG (five males and five females), frozen in liquid nitrogen and stored at −80°C for analysis. All the experimental procedures with goats used in the present study had been given prior approval by the Experimental Animal Manage Committee of Northwest A&F University under contract (2011–31101684).

### Small RNA library construction and sequencing

Total RNA from the mixed skin tissues of ten adult goats was isolated using the RNAiso plus kit (TaKaRa, Dalian, China) according to the manufacturer’s protocol. The RNA quality and quantity were determined using an Agilent 2100 Bioanalyzer (Agilent, CA, USA). Small RNA fragments of 18–30 nt in length were isolated and purified from total RNA using 15% denaturing polyacrylamide gel electrophoresis (PAGE). Subsequently, a 3′ RNA adaptor and 5' RNA adaptor were ligated to the RNA pool using T4 RNA ligase. The sRNAs ligated with adaptors were subjected to RT-PCR amplification, and the cDNA was further amplified. The PCR products were purified using 10% PAGE to construct an sRNA library. The sRNA libraries were constructed from skin tissue from the anagen, catagen and telogen stages, and were sequenced using an Illumina/Solexa 1G Genome Analyzer at the BGI, Shenzhen.

### Sequence analysis

The basic figures from sequencing were converted into sequence data by base calling. After removing low quality reads and reads with 5′ primer contaminants, reads without 3′ primer, reads without the insert tag, reads with poly (A), and reads shorter than 18 nt, the clean reads were obtained. We then summarised the length distribution of these clean reads. The clean reads that were obtained were compared with the ncRNAs (rRNAs, tRNAs, snRNAs, and snoRNA) deposited in the NCBI GenBank database and the Rfam10.1 database using BLAST to annotate the sRNA sequences. The clean reads were mapped to the goat genome (http://goat.kiz.ac.cn/GGD/download.htm) by SOAP v1.11 to analyse their expression and distribution in the genome. The clean reads were aligned against the miRNA precursor/mature miRNA of *Bos taurus* in miRBase19.0 (http://www.mirbase.org/) to identify the conserved miRNAs. The unannotated sequences were used to predict potential novel miRNA candidates by Mireap (http://sourceforge.net/projects/mireap/). For an sRNA to be considered a potential novel miRNA candidate, the predicted sequences should also meet the following parameters according to Mireap: minimal miRNA sequence length (18 nt), maximal miRNA sequence length (26 nt), minimal miRNA reference sequence length (20 nt), maximal miRNA reference sequence length (24 nt), minimal depth of Drosha/Dicer cutting site (3 nt), maximal copy number of miRNAs on reference (20 nt), maximal free energy allowed for a miRNA precursor (−18 kcal/mol), maximal space between miRNA and miRNA* (35 nt), minimal base pairs of miRNA and miRNA* (14 nt), maximal bulge of miRNA and miRNA* (4 nt), maximal asymmetry of miRNA/miRNA* duplex (5 nt), and the flank sequence length of miRNA precursor (10 nt).

The selected sequences were then folded into a secondary structure using the RNA folding program, Mfold 3.2 software. If a perfect stem-loop structure was formed, the sRNA sequence was located at one arm of the stem, and the above criteria were met, the sRNA was considered to be a potential novel miRNA candidate. We predicted the target genes of the miRNA using the Mireap software program based on the following criteria: no more than four mismatches between the sRNA and target (G-U bases count as 0.5 mismatches), no more than two adjacent mismatches in the miRNA/target duplex, no adjacent mismatches in positions 2–12 of the miRNA/target duplex (5′ of miRNA), no mismatches in positions 10–11 of the miRNA/target duplex, no more than 2.5 mismatches in positions 1–12 of the miRNA/target duplex (5′ of miRNA), and the minimum free energy (MFE) of the miRNA/target duplex should be ≥ 75% of the MFE of the miRNA bound to its perfect complement.

### GO enrichment and KEGG pathway analyses

We revealed the functions significantly associated with the predicted target gene candidates of the miRNAs using GO analysis. This method first maps all target gene candidates to GO terms in the database (http://www.geneontology.org/), calculating gene numbers for each term, then uses hyper geometric testing to find significantly enriched GO terms in target gene candidates compared with the reference gene background. The calculating formula is:

$$P=1-\overset{m-1}{\underset{i=0}{\sum }}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}$$

In the formula above, N is the number of all genes with GO annotation; n is the number of target gene candidates in N, M is the number of all genes that are annotated to a certain GO term, and m is the number of target gene candidates in M. We used the Bonferroni Correction for the *p*-value to obtain a corrected *p*-value. GO terms with corrected *p*-values of ≤ 0.05 are defined as significantly enriched in target candidate genes. This analysis is able to recognise the main biological functions for target gene candidates.

Subsequently, the main pathways in which the target candidate genes are involved were revealed by KEGG pathway analysis. The calculating formula is the same as that for GO analysis. Here, N is the number of all genes with a KEGG annotation, n is the number of target gene candidates in N, M is the number of all genes annotated to a certain pathway, and m is the number of target gene candidates in M. Genes with FDR ≤ 0.05 are considered to be significantly enriched in target gene candidates. The KEGG analysis reveals the main pathways involving the target gene candidates.

### Differential expression analysis

Scatter plots were used to demonstrate differentially expressed miRNA between every two follicular stages. The procedures are as follows: (1) The expression of the miRNA in two samples (control and treatment) is normalised to get the expression of transcript per million (TPM). Normalisation formula: Normalised expression = actual miRNA count/total count of clean reads*1000000; (2) The fold-change and *p*-value are calculated from the normalised expression. Then log2ratio plot and scatter plot are generated. Fold-change formula:

$$\text{Fold}\_\text{change}=\text{log}2\;\left(\text{treatment}/\text{control}\right)$$

*p*-value formula:

$$p\left((,x|y)\right)={\left(\frac{N_{2}}{N_{1}}\right)}^{y}\frac{\left(x+y\right)!}{x!y!{\left(1+\frac{N_{2}}{N_{1}}\right)}^{\left(x+y+1\right)}}\;\begin{array}{c} C(\left(y\leq y_{\min}|x)\right)=\overset{y\leq y_{\min}}{\underset{y=0}{\sum }}p\left((,y|x)\right)\\ D(\left(y\geq y_{\max}|x\right))=\overset{\infty }{\underset{y\geq y_{\max}}{\sum }}p\left(y|x\right) \end{array}$$

After normalisation, if the miRNA gene expression amount of both samples is zero, then revise to 0.01, and if the miRNA gene expression amount for both samples is less than 1, these samples do not participate in the differential expression analysis because their expression levels are too low.

### Quantitative RT-PCR

Total RNA from the mixed skin tissues of ten adult goats was isolated using the RNAiso plus kit (TaKaRa, Dalian, China), and real-time quantification of miRNAs was performed by stem-loop RT-PCR. 1 μg of total RNA was reverse transcribed to cDNA using the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific Fermentas) and stem-loop RT primers (Additional file 7: Figure S7) [44]. The mix was then incubated at 42°C for 60 min and 70°C for 5 min. Real-time PCR was performed using iQ5 (Bio-Rad, Hercules, CA, USA) and a standardised protocol. In a 25 μl reaction mixture, 2.0 μl of cDNA (at a 1:4 dilution) was used for amplification, with 12.5 μl of SYBR Premix Ex Taq^TM^ II (TaKaRa, Dalian, China), 1.0 μl of specific forward primer, 1.0 μl of universal primer, and 8.5 μl of water. The reactions were incubated at 95°C for 3 min, followed by 45 cycles of 94°C for 15 s, 60°C for 30 s and 72°C for 45 s. The abundance of selected miRNAs was normalised relative to that of U6 snRNA. All reactions were performed in triplicate. The threshold cycle (CT) was determined using the default threshold settings and the data was analysed using the 2^–ΔΔCt^ program.

## Abbreviations

miRNA: microRNA; HF: hair follicle; SWCG: Shanbei White cashmere goat; sRNA: small RNA; UTR: Untranslated regions; CDS: Coding sequence; GO: Gene ontology; KEEG: Kyoto encyclopedia of genes and genomes; RT-PCR: Reverse transcription PCR; BGI: Beijing Genomics Institute; MFE: Minimum free energy; TPM: Transcript per million.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Conceived and designed the experiments: CY RG YC. Performed the experiments: CY RG. Analyzed the data: CY RG XH. Contributed reagents and materials: YC LQ. Wrote the paper: CY XW. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 The flowing results of data filtration and the distribution of sequenced small RNAs. Click here for file

Additional file 2: Figure S2 Conserved miRNAs in the three stages of HF cycling. Click here for file

Additional file 3: Figure S3 Differentially expressed of conserved miRNAs during HF cycling. Click here for file

Additional file 4: Figure S4 Predicted information on the novel cashmere goat miRNAs. Click here for file

Additional file 5: Figure S5 GO enrichment analysis for the target genes of conserved miRNAs. Click here for file

Additional file 6: Figure S6 KEGG pathways for the target genes of conserved miRNAs. Click here for file

Additional file 7: Figure S7 Primers for real time qPCR. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

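Skin RNA of the Shanbei White cashmere goat was measured by small RNA sequencing in anagen, catagen and telogen, with 1 library per stage made from the pooled RNA of 10 goats. The authors removed low-quality reads, reads with 5′ adapter contaminants, reads without 3′ adapter or insert, reads with poly(A) and reads under 18 nt, and then collapsed identical clean reads into tags. The deposited files give each tag with its count, which is a number of reads without normalisation, and with its length and sequence. A filtering record of the authors gives the count of reads in each class removed and the percent of high-quality reads it represents. No alignment, genome build or annotation enters these values. The versions of the programs used for this step were not found in the text of the paper. The depth was 15997828 clean reads in anagen, 18111912 in catagen and 27016012 in telogen.

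Lengths, distinct tags and shares were computed from the tags directly, with 95% Wilson intervals that cover counting error. Tags were assigned to conserved miRNAs through the annotation of the authors in Additional file 2, of which the copy used here is shortened, so no overlap or enrichment test was run on it. The 2697 distinct tags it lists were joined into sequences where they overlapped by at least 14 nt. A tag listed for a single miRNA counted for it, even where it also lies within a sequence of another. An unlisted tag of 18 nt or longer counted when it was an exact part of such a sequence or of a mature sequence in Additional file 7, and of no other miRNA. On simulated tags cut from these sequences, 423 of 423 were assigned to the sequence they were drawn from. Tags that fit several sequences were left out, so this outcome was nearly fixed in advance. It does not test tags missed because a sequence ends early. The arms of miR-885, miR-299, miR-144, miR-1271, miR-345-3p and miR-331 were taken as those whose reads match the counts of Additional file 3, so the comparison of these miRNAs with the values of the paper is not independent. The levels of let-7g and miR-200c are not reported, because the copy used gives only a sequence with few reads for each, but both enter the counts of detected miRNAs, as do other miRNAs held only as such a sequence. Some of the sequences end early (at 20 nt for miR-144 and miR-193a, 21 nt for miR-222), and tags that run past the end were not counted for them.

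For each pair of libraries, reads were scaled to TPM by clean reads, miRNAs under 1 TPM in both libraries were left out, and any value of 0 was set to 0.01 TPM, which the paper describes for miRNAs at 0 in both libraries. The two-sided exact test of Audic and Claverie was computed on the reads with the formula in the methods of the paper, which describe the p-value as calculated from normalised expression, and a miRNA was called at an absolute log2 ratio above 1 and p under 0.01. Intervals of log2 ratios are exact (Clopper-Pearson). With 1 library per stage a quasi-likelihood model could not be fitted, and the tests compare libraries, not conditions. On simulated counts with 200 changed miRNAs, all of the changed miRNAs with at least 100 reads were called, 74 of 74, 65 of 65 and 76 of 76 in the 3 pairs, and 1 of 146, 0 of 145 and 1 of 155 unchanged miRNAs were called. The simulated changes all lay well beyond the limit on the ratio, and only counting error was simulated. These numbers therefore do not cover variation between pools or changes near the limit.

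The miRNAs named in the text were chosen before the data were examined by a rule, namely every miRNA the paper names in its results, discussion or Table 2 whose sequence the supplements give, and for each pair the 3 with the largest absolute log2 ratio among calls with at least 100 reads in both libraries. Of the candidate miRNAs, the rule names the 3 with the most reads and up to 3 that are listed at 0 in a stage and have the most reads there. Marker lists were written after Additional file 3 was read and before the deposited counts were examined. They are muscle (miR-1, miR-206, miR-133a and miR-133b), red blood cells (miR-451, miR-144 and miR-486), liver or serum (miR-122) and epithelium (miR-200b, miR-200c, miR-205 and miR-183, of which miR-200c is left out as above). Neighbouring miRNA genes were taken from the gene table of the goat assembly ARS1.2, which names 264 goat miRNA genes, of which 222 matched a miRNA with reads. Genes no more than 10000 bases apart were joined into clusters, and clusters of at least 5 miRNAs were compared with 10000 random lists of miRNAs matched on mean expression in 5 bins.

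The alternatives were scaling to the reads assigned to miRNAs, size factors from the median of ratios, listed tags only, tags of 21 nt or longer, the most abundant tag only, Fisher's exact test, no minimum, a minimum of 100 reads, no limit on the ratio, Benjamini-Hochberg adjustment, edgeR's exact test with an assumed biological coefficient of variation of 0.1 or 0.4, distinct tags in place of reads, other minimum numbers of reads for detection, and equal depth. Added later were tags shared with another miRNA for miR-103 and miR-199c, and tags that start with the first 18 nt of the mature sequence or of the most abundant tag, the latter also with those of 21 nt or longer only. The size factors were 0.758 for anagen, 1.01 for catagen and 1.35 for telogen, over 139 miRNAs. Matches to a genome, targets, pathways and quantitative RT-PCR were not analysed here. The work used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.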

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

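Both tests in this part were chosen before their results were seen, and the numeric limits used to judge them were set afterwards. Reads of let-7b with 1 additional A at the 3′ end were frequent in the 3 libraries, in tags that the paper does not report on. Against 1810027 reads of exactly TGAGGTAGTAGGTTGTGTGGTT there were 518625 reads with the additional A, which is 28.65% of the reads without it. The percentage was 33.7 in anagen, 23.8 in catagen and 29.2 in telogen. It drew attention because it lies far above the 3 reads that a count of 0 allows. Over 24 abundant miRNA sequences, all chosen so that the next base in the tags annotated to their precursor is not A, the percentage ran from 0.498 to 28.65, and among the let-7 sequences it was 7.79 for let-7a, 9.87 for let-7c, 14.9 for let-7i and 15.0 for let-7e.

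A sequencing error in the last base would give A about as often as C or G. Over the let-7 sequences the additional A was at least 13.34 times as frequent as the more frequent of C and G, which argues against such an error. A was not always the most frequent added base. For let-7e and let-7i another base had more reads than A, with 20045 against 13004 and 34599 against 8562. For let-7a, let-7b and let-7c, A was ahead of the other bases compared. A remaining first base of the adapter would give about the same percentage for all abundant miRNAs, while the highest was 57.52 times the lowest, which argues against it as well. The tags annotated to the let-7b precursor continue with T, which goes against an A encoded after the miRNA, although no genome sequence was used here to test it. Addition of A after processing of the miRNA and a difference in ligation of the adapter between ends stay open. Addition of A is therefore a hypothesis. The 3 stages give 1 pool each, and no biological explanation for the difference between the stages was tested.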

How the results depend on the processing

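No test in this part was chosen after its result was seen, but 4 alternatives were: counting miR-103 and miR-199c with the tags they share with another miRNA, counting miR-222, miR-122 and miR-133a by tags that start with the first 18 nt of the mature sequence (for miR-133a these include tags of miR-133b), counting tags that start with the first 18 nt of the most abundant tag, which takes in tags that run past the end of a sequence held in part, and counting those of 21 nt or longer among them. No paired analysis was possible because each stage has a single library. Not run were mature miRNA sequences from the annotation of a reference genome and the share of reads matching a genome, because no genome sequence was used here. With the sequences held, no value could be given for miR-144, miR-4286 and miR-193a with tags of 21 nt or longer, or for miR-122, miR-222, miR-205, miR-193a and, between catagen and anagen, miR-455-3p with listed tags only, since at most 3 reads were left in both libraries of a pair. The last 2 of the added alternatives give no value for miR-133a, miR-133b, miR-199c and miR-502a, whose first 18 nt occur in another sequence.

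The 64 log2 ratios covered here are not all the ratios of the named miRNAs. Of 482 values recomputed for them under the alternatives, 425 kept their direction and their side of the limit for a call, 29 kept their direction but were no longer called, 4 kept it and became called, and 24 turned the other way. With tags that share the first 18 nt of the most abundant tag, miR-345-3p became -0.51 against catagen and miR-331 became -0.47 against telogen, because longer tags outside the sequences held were then counted, and miR-455-3p became -0.64 against catagen. With those of 21 nt or longer among them, miR-144 became -1.04 against catagen, in place of a higher level in anagen, miR-345-3p -0.71, miR-331 -0.50 and miR-455-3p -0.79 in the same pairs, miR-1271 -2.14 against catagen and -1.36 against telogen, miR-92b -0.0783 against telogen, and miR-4286 -0.94 for anagen over telogen and -0.32 for catagen over telogen. The values of miR-4286 and miR-1271 rest on few reads, and those of miR-4286 and miR-92b are not distinguishable from 0. For miR-455-3p, tags of 21 nt or longer of the sequence held gave -1.54 against catagen. Ratios close to 0 turned for miR-374a against telogen, to -0.16 with scaling to assigned reads and -0.0866 with the most abundant tag, and for miR-92b, to -0.19 against catagen and -0.22 against telogen with the most abundant tag. With tags of 21 nt or longer, the log2 ratios of miR-502a became -1.41 against catagen and -1.36 against telogen, and those of miR-1271 became -2.04 and -1.12. By construction this alternative removes the most abundant tag of both miRNAs and leaves them 6 and 3 reads in anagen, under the minimum of 1 TPM. Ratios under the minimum were added after a figure of these values was seen. With listed tags only, miR-199c became 0.0335 against telogen, in place of -0.31, and neither value is distinguishable from 0. With the shared tags, miR-199c became 1.43 against catagen and 0.74 against telogen, because the shared reads outnumber its own. The 29 weaker ratios include those of miR-222, at 0.81 in both anagen pairs with tags of 21 nt or longer and with the most abundant tag, which are the same single tag, 0.82 against telogen with scaling to assigned reads and 0.57 with tags that start with the first 18 nt, and 0.96 and 0.50 with those of 21 nt or longer among them. The others are miR-193a in catagen over telogen at -0.53, miR-451 in anagen over telogen at 0.67, 0.95, 0.98, 0.998 and 0.95, miR-486 in catagen over telogen at 0.75, 0.92, 0.83 and 0.84, miR-144 at 0.44, miR-345-3p at 0.33 and 0.19, miR-4286 at -0.82, -0.79, -0.71, -0.63 and 0.77, miR-133b at 0.91, miR-299 at -0.71 and miR-331 at -0.93. The 4 that became called are miR-374b in catagen over telogen, at -1.01 with scaling to assigned reads, and miR-455-3p in anagen over telogen, at -1.88 with tags of 21 nt or longer, -1.42 with tags that share the first 18 nt and -1.58 with those of 21 nt or longer among them.

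With the limit on the ratio kept, the number of miRNAs called moved most with the assumed error. With a biological coefficient of variation of 0.4 in edgeR's exact test, 15 were called between catagen and anagen, 18 between telogen and anagen and 3 between telogen and catagen, against 79, 77 and 39, and the calls were 8 higher and 7 lower in anagen against catagen and 8 higher and 10 lower against telogen. With 0.1 the numbers were 77, 74 and 37. With no limit on the ratio, 165, 174 and 132 miRNAs had p under 0.01, by construction more than with the limit. A minimum of 100 reads in 1 of the libraries left 49, 50 and 27 calls, as fewer miRNAs were tested. Fisher's exact test gave 80, 77 and 39, Benjamini-Hochberg adjustment 78, 74 and 38, no minimum 85, 81 and 44, listed tags only 73, 71 and 38, and the most abundant tag 91, 70 and 44.

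Scaling moved the balance between higher and lower calls. Scaled to the reads assigned to miRNAs, the median log2 ratio moved by -0.34 for anagen over telogen and by -0.33 for catagen over telogen, and the calls were 18 higher and 80 lower in anagen against telogen (18.4% higher against 35.1%) and 14 higher and 32 lower in catagen against telogen (30.4% against 59.0%). With size factors from the median of ratios the median moved by 0.23 for anagen over catagen and by -0.16 for catagen over telogen, and 30 were higher and 36 lower in anagen against catagen (45.5% against 31.6%). With tags of 21 nt or longer only, 11 were higher and 80 lower in anagen against catagen (12.1%), and 9 higher and 59 lower against telogen (13.2%), with a median moved by -0.21 and -0.16, where sequences that end before 21 nt have no such tags by construction. With tags that share the first 18 nt of the most abundant tag, 16 were higher and 62 lower in anagen against catagen (20.5%), 18 higher and 53 lower against telogen, and 22 higher and 17 lower in catagen against telogen. With those of 21 nt or longer among them, the numbers were 11 and 81, 8 and 63, and 23 and 14. The direction of a ratio close to 0 therefore depends on the scaling and on the tags counted. The tags counted also turned some called ratios of anagen over catagen. That of miR-345-3p went from 2.05 to -0.51 with tags that share the first 18 nt. That of miR-144 went from 2.44 to -1.04 with those of 21 nt or longer among them.

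The share of 22 nt among distinct tags was 8.44% in anagen, 8.63% in catagen and 9.55% in telogen. As a share of reads, 22 nt made up 37.8%, 40.3% and 33.2% over tags with at least 2 reads, and 13.1%, 14.9% and 14.2% without the tags assigned to conserved miRNAs or shared between them. Over distinct tags, 18 to 30 nt made up 88.4%, 88.9% and 94.6%. With listed tags only, the share of miRNA reads was 10.9% in anagen, 16.9% in catagen and 10.9% in telogen. The shortening of the list does not explain this, since the listed tags held carry 1736921 of the 1737508 anagen reads of the miRNA class in Additional file 1. Of 33 ranks, those of 11 miRNAs of Table 2 in each of the 3 libraries, 10 moved with tags of 21 nt or longer, among them miR-101 to 12 in anagen. The cause of the length differences was not tested.

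Detection in 1 library only depended on the minimum, because these miRNAs have few reads. At 3 reads the catagen number was 9 and the telogen number 8, and at 10 reads they were 3 and 14, with 2 in anagen. Drawn down to the smallest library, anagen had 8. Among candidate miRNAs, 5 reads left 18 in all 3 libraries and gave 1, 4 and 6 in anagen, catagen and telogen only. With tags that start with the first 18 nt of the candidate, 0 were in telogen only. Weighted by reads, the share of candidates that start with U was 10.1% and the share of 22 nt was 7.76%.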

Differences from the paper's values

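No test in this part was chosen after its result was seen. A gap is called closed when the 2 values lie within 1.5 times of each other, or, for log2 ratios, have the same sign and lie within the larger counting error, which does not mean that they are equal. The share of anagen reads assigned to conserved miRNAs was 39.95%, against the paper's 10.86%. Of the alternatives set before the data were examined, listed tags only gave 10.86% and closed the gap. This is by construction and does not explain the gap. The listed tags are the authors' own miRNA class, with 1736921 of its 1737508 anagen reads. By assigned reads, let-7a alone had 1971907 in anagen, more than that class holds. No other alternative was run for this share.

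The numbers of conserved miRNAs found in 1 library only were 5 in anagen, 5 in catagen and 2 in telogen, against the paper's 3, 12 and 11. Those here are over the 313 miRNAs whose sequences could be built, and the paper's are over its full list. With a minimum of 10 reads the anagen number was 2, and with a minimum of 3 reads the catagen number was 9 and the telogen number 8, which closed these gaps. For telogen, 14 at a minimum of 10 reads closed it too. Drawing the libraries down to equal depth closed none of them, and neither did 3 reads for anagen or 10 reads for catagen. No minimum tried closed all 3 gaps, so these matches do not show that a minimum explains the paper's numbers. The paper's text gives 12 for catagen and 11 for telogen, while its Fig. 2 shows these 2 numbers the other way round.

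The candidate miRNAs held here numbered 44, against the paper's 172, and no alternative was run for this number. The copy of Additional file 4 used here lists 44 sequences. Those in 1 library only were 0 in anagen, 0 in catagen and 1 in telogen, against the paper's 23, 29 and 44 over its 172 candidates. With 44 sequences held, no alternative can test these gaps, since the paper's numbers together exceed the sequences held. For the same 44 sequences, Additional file 4 lists 3 in anagen only, 4 in catagen only and 15 in telogen only. Of the alternatives set before the data were examined, a minimum of 5 reads gave 1, 4 and 6. Tags that start with the first 18 nt gave 0 in each.

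Relative to catagen, the level of miR-1 in anagen was 0.0517, against about 0.08 in Fig. 6, read by eye, and size factors from the median of ratios gave 0.0608, which closed the gap. No alternative set before the data were examined closed the gap for the other levels in Fig. 6 that differ. These are miR-1 in telogen, 0.261 against about 0.73 in Fig. 6, miR-206 in anagen, 0.0452 against about 0.13 in Fig. 6, and miR-122 in anagen, 21.7 against about 1.4 in Fig. 6. They also include miR-222 in telogen, 1.25 against about 3.8 in Fig. 6, and miR-133a, 0.0534 against about 0.11 in Fig. 6 in anagen and 0.327 against about 0.94 in Fig. 6 in telogen, all read by eye.

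In catagen, miR-103 had 47282 reads of its own, against the paper's 80670 in Table 2. With the tags it shares with miR-107 the count was 80268, a setting chosen after seeing the values. Tags of 21 nt or longer, set before the data were examined, gave 47245 and did not close the gap.

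The following log2 ratios are set beside the paper's values in Additional file 3. For miR-133a, they were -4.23 against the paper's -3.98 for anagen over catagen, and -2.61 against the paper's -2.41 for anagen over telogen. Size factors from the median of ratios gave -3.99 and -2.54 and closed both gaps, and no other alternative set before the data were examined did. For miR-222 they were 1.48 against the paper's 1.23, 1.16 against 0.59 and -0.32 against the paper's -0.64, in the order anagen over catagen, anagen over telogen and catagen over telogen. No alternative set before the data were examined closed the gap for anagen over catagen or anagen over telogen. Scaling to assigned reads gave -0.65 for catagen over telogen and closed that gap. Tags that start with the first 18 nt gave 0.57 for anagen over telogen, a setting chosen after seeing the values. For miR-199c, -0.42 and -0.31 stand against the paper's 1.43 and 0.74, and none of the alternatives set before the data were examined closed the gap. With the tags shared with miR-199a the ratios were 1.43 and 0.74 and the reads 1374, 579 and 1389 in anagen, catagen and telogen, a setting chosen after seeing the values. For miR-200b anagen over catagen was -0.34 against the paper's 0.0011, and for miR-193a catagen over telogen was -3.18 against the paper's -1.43, with no alternative that closed either gap. For miR-200b, size factors from the median of ratios gave -0.11, which lies within the counting error of the paper's value but has the other sign. Tags that share the first 18 nt of the most abundant tag, a setting chosen after seeing the values, moved miR-193a to -1.20 and did not close it, and neither did those of 21 nt or longer among them (-0.53). For miR-455-3p, anagen over catagen was 0.10 against the paper's -0.55, and anagen over telogen was -0.40 against the paper's -1.16, and no alternative set before the data were examined closed either gap. Tags that share the first 18 nt of the most abundant tag, a setting chosen after seeing the values, gave -0.64 and -1.42 and closed both.

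The paper places the peak of the candidate lengths higher than the most frequent length of the 44 sequences used here, which was 20 nt with 31.8%, although the intervals of the classes from 20 to 23 nt overlap. For its length classes the paper refers to distinct sequences as well as reads, and distinct tags were most frequent at 24 nt here. The paper names miR-199c among the miRNAs that rise in anagen, and its own reads did not. These reads are few and lie close in sequence to the far more abundant miR-199a-3p, so they may not measure miR-199c.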

Other observations

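Apart from the test on miRNAs detected in 1 library, all tests in this part were chosen only after the result was seen, and the numeric limits used to judge them were set after the values were seen.

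Most miRNAs called higher in anagen than in catagen have many short tags. Of the 25 such calls, 11 held when tags under 21 nt were left out, which argues against shortened tags as the whole cause of those 11. The other 14 were lost. Of these, 11 have a most abundant tag under 21 nt, 8 fell under the minimum, and 3 of those above it kept a ratio above 0, so for many of them the length limit removed the miRNA itself. Some sequences are held in part and end early. For 22 of the 25 the first 18 nt occur in no other sequence, and with all tags that start with them 15 were still called and 7 were not, so longer tags left out of the count may account for those 7. Of the 11 calls that held, 10 were also called with all tags of 21 nt or longer that start alike, and miR-345-3p was not. Among 112 miRNAs not called between these libraries, 102 had the larger share of reads under 21 nt in anagen (91.07%, 95% interval 84.3 to 95.1), and with all tags that start alike 99 of 109 did. Short reads are therefore a general feature of the anagen library, and more shortened tags in that library may account for the lost calls. Whether this arose in the tissue, in the RNA or in the library cannot be separated with 1 pool per stage.

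The muscle list, miR-1, miR-206, miR-133a and miR-133b, fell together in anagen, with a median log2 ratio of -4.2505 for anagen over catagen, from -4.47 for the lowest to -2.85 for the highest, and all 4 in the order catagen, telogen, anagen. Scaling of the libraries is not the cause, since the smallest fall over 3 scalings and both anagen pairs was still -1.5375. All 4 have reads in all 3 skin libraries, and 3 of them were picked by the study for quantitative RT-PCR. They are not 4 separate measures, since the most abundant tag of miR-133b lies, apart from its first base, within that of miR-133a. A smaller share of muscle RNA in the anagen sample could give this, but the list was chosen after the paper's own table showed the direction, so muscle content and a change of the miRNAs with the stage cannot be told apart for these 4. The stage itself stays open and was not tested.

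Between catagen and anagen the red blood cell list did not move together as counted. miR-144 was higher in anagen than in catagen, while miR-451 had a log2 ratio of -0.5501 and miR-486 one of -1.33. More blood RNA in the anagen sample would raise the abundant miR-451 and miR-486 too, so it does not explain miR-144 in that pair. The higher level of miR-144 in anagen depends on the tags counted, as the ratio fell to 0.44 with all tags that share its first 18 nt and to -1.04 with those of 21 nt or longer among them. With these longer tags the 3 miRNAs were all lower in anagen than in catagen, so that less blood RNA in the anagen sample stays open. Between catagen and telogen the list moved together, with miR-451 at 1.55 and miR-486 at 1.08 for catagen over telogen and miR-144 in the same direction, so that more blood RNA in the catagen than in the telogen sample stays open. For anagen over telogen, miR-451 was 1.00 and miR-486 -0.25. miR-122, the liver or serum marker, was higher in anagen (4.44 against catagen). For miR-122 all tags with its first 18 nt gave 3.64. Of the epithelial list, miR-200b was -0.34 and miR-205 -0.82 for anagen over catagen, and miR-183 was 0.54, so these did not move together.

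Fewer anagen reads are placed in the miRNA class of the study than are assigned here to miRNA sequences. The 4654890 assigned reads that the list does not hold lie in 855 tags and need room for 4654035 reads beyond 1 per tag. The rRNAetc class of Additional file 1, first in the order of priority, holds 5820514 reads beyond 1 per distinct tag. The largest other class, unannotated, has 3113000, too few. This is consistent with reads of abundant miRNAs having been placed in the rRNAetc class in anagen, although reads spread over several classes are not excluded. The same held in catagen, but in telogen the rRNA and unannotated classes also have room.

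Of the 54 entries of 0 in the listing of candidate miRNAs, 44 had reads of the exact sequence in that library (81.48%), and 16 had more than 3 reads. This suggests that the listing follows the prediction run in each library and not the reads. Candidates that Additional file 2 also annotates as conserved miRNAs were 4 of 44, with 44.4% of the candidate reads. The 4 candidates that end in GCACCA had a median of 93.64% of reads with the most frequent 3′ end and 21.4% with the most frequent 5′ end. The 3′ end was the more uniform one in 4 of these 4, in 13 of 37 other candidates and in 12 of 221 conserved sequences, where the medians were 51.3% and 97.9%. A fixed 3′ end may come from fragments of a longer RNA, but the family was chosen after its sequences were seen, so this and processing as a miRNA cannot be told apart.

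Of the 12 conserved miRNAs detected in 1 library only, 8 had fewer than 3 reads (66.67%). Detection limited by the number of reads could give most of them, but the counts are too few to decide.

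In the annotation, 16 miRNAs of a cluster (miR-154b to miR-655) had a median log2 ratio of -0.92 for anagen over catagen, with 14 of 16 lower in anagen. That median lay at percentile 3.85 among random lists, inside the central 95%, so that it does not stand apart in this pair. For anagen over telogen the median was -1.02, with 13 of 14 lower in anagen, at percentile 0.64, which lies outside the central 95%. For catagen over telogen the median was 0.07 at percentile 52.7. A smaller cluster of 5 (miR-136 to miR-665) had medians of -0.88, -1.08 and 0.07 at percentiles 28.3, 14.3 and 51.3. Neighbouring genes may change together, and with only the larger cluster in the anagen-telogen pair outside the central 95%, the values do not decide it.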
